A study of Homo sapiens with 5 samples. Its data were reported in "KLF4 recruits SWI/SNF to increase chromatin accessibility and reprogram the endothelial enhancer landscape under laminar shear stress" (2022).

How the data were processed

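The data are 3′ mRNA sequencing libraries of human PAEC from 5 samples, 2 with siDUSP5 (replicates A and B) and 3 with siC (replicates A, B and C), all after 24 h of LSS at 15 dyn/cm2. Cells were grown in medium with 5% FBS under 5% CO2 and used at passages 3 to 7. Groups and replicate letters were taken from the sample titles, and each column of the deposited table was matched to the title it names, which left 0 value columns unmatched. In 3′ mRNA sequencing 1 read is drawn from near the 3′ end of each transcript fragment, so counts do not grow with transcript length. The library kit is given as the forward version of QuantSeq by the labels and as the reverse version by the study's methods. The study's list of read numbers for this comparison names siC replicates A and B but not siC replicate C, which the labels and the deposited table hold and which was kept. The sources used here also differ on when LSS began, which the labels put earlier after transfection than the methods do. The points on the kit and the timing leave the comparison between groups in place but leave the time since transfection open.

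The authors sequenced on an Illumina HiSeq, aligned with STAR 2.5.4b to GRCh37 (hg19 in the submitters' processing notes), and counted over a GENCODE annotation with RSEM 1.3.1. The deposited table holds expected counts per gene, which the authors did not scale for depth. The strand setting of the counting is not given in the sources used here, so reads of genes that overlap on opposite strands, such as PARP9 and DTX3L, IFIT1 and LIPA, VCAN and VCAN-AS1, HEY2 and HEY2-AS1, or SMAD5 and SMAD5-AS1, may not be told apart. Expected counts share reads between near-identical genes, so values of close paralogs such as CXCL1 and CXCL2 or the IFIT genes are uncertain to that extent. Removal of PCR duplicates is not described in the sources used here.

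The deposited table has 57820 gene rows, of which 40573 were at 0 in every library. Gene IDs were matched without their version number to a table of symbols, which named 96.1% of rows. Positions and gene types are from a GENCODE annotation lifted to GRCh37, the build the authors used. Of 545 list symbols 7 had no matching row and were not analysed here. Expected counts were rounded to whole numbers, which is needed for count models. The library totals ranged from 2465584 to 4374246, a ratio of 1.77, and 3 counts correspond to between 0.686 and 1.22 CPM. Mitochondrial genes took between 1.90% and 2.43% of counts and ribosomal protein genes between 9.05% and 11.8%. Counts of every pair of libraries differed by more than sampling noise, with a chi-square per degree of freedom between 6.42 and 15.6 over 10619 genes, so no pair was treated as a single library deposited again. Repeat libraries of 1 sample can differ by more than sampling noise too, so this does not show that the samples are independent.

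Genes were kept by filterByExpr with its defaults (a minimum count of 10 and a minimum total of 15), which left 10873, and TMM factors were computed. The test was edgeR 4.0.16 (estimateDisp, glmQLFit and glmQLFTest with defaults) in R 4.3.3, two-sided, with group as the only term, and a gene was called at a Benjamini-Hochberg adjusted p under 0.1. The standard error of an edgeR log2 fold change is its size divided by the square root of F. CPM use the TMM-scaled total unless the library total is named. DESeq2 1.42.0 and limma 3.58.1 (voom) were run as alternatives. A total of 23 gene lists were fixed before the data were examined, and 19 with 5 or more measured members were tested with camera on log2 CPM with a prior count of 2 and a preset correlation of 0.01. Adjusted p-values were taken over the lists. Camera was run again with the correlation estimated, which left 0 of the 9 lists called, and fry on the same values called 0, with a lowest adjusted p of 0.492. fry tests whether a list's genes move one way on balance, and its mixed version whether they change in either direction. The mixed version called 3 lists: chemokines (adjusted p = 0.0278), extracellular matrix and Notch signalling (adjusted p = 0.0885 for both). Figures were drawn with matplotlib 3.10.9, and tables were prepared with Python 3.11.15 and pandas 2.3.3.

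The genes named in the text were set by a rule fixed before the data were examined: DUSP5; up to 12 called genes per direction with the largest change whose groups do not overlap and whose mean is 2 CPM or more; in each list the called members, at most 4 or, for the interferon and chemokine lists, 8, or the member with the smallest p where none was called; and KLF2, KLF4, NOS3, BMPR2, SMAD5 and EDN1. As edgeR called 0 genes, the second part named none, and other genes are said to be chosen after their values were seen. Those were taken from the 4 smallest p per list among members that passed adjusted over the list alone, and from the 12 smallest p among genes with separate groups and a mean of 10 CPM or more; both limits were also set after values were seen, and not every gene that met them is named. Some genes that the rule names are not reported here. The groups did not overlap for 21.6% of genes, where chance gives 20% for 2 against 3 libraries.

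The fits were tested on simulated counts for the genes of this comparison, in 10 sets of 10664 genes. Of 983 genes changed 2-fold edgeR recovered 51.3% and DESeq2 46.6%, and of 977 changed 4-fold 93.1% and 89.5%. Among simulated calls 11.7% were false by edgeR and 10% by DESeq2. Camera called a simulated list of 40 genes raised by 0.6 log2 units in 10 of 10 sets and 0 of 200 unchanged lists. The simulated genes were drawn independently of each other, whereas the estimated correlation was 0.80 in the interferon-stimulated list here. The simulation therefore cannot show how often camera calls unchanged lists whose genes move together.

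Alternatives set before the data were examined were DESeq2, limma-voom, other size factors (RLE, upper quartile, library totals only), no filter on low counts, filters of 1 or 10 CPM in at least 2 libraries, a threshold of 0.05, a robust fit, the replicate letter as a block, thinning to the smallest total, and leaving out each library in turn. DESeq2 without siC replicate C, DESeq2 without siDUSP5 replicate B and the estimated correlation without siDUSP5 replicate B were added after the data were seen. The fit with no filter gave a very low p even to a gene high in only 1 library. Its p-values thus understate the spread between libraries, and genes that pass only there are weakly based. Where leaving out a siDUSP5 library left 1, the lone library was assumed to vary as the siC libraries do. The filter then asked for the minimum count in 1 library instead of 2. More list members could enter, so these list medians may cover other members than the main ones. Sex-linked genes are not reported per library.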

Results

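DUSP5 is a dual specificity phosphatase that dephosphorylates ERK1/2 in the nucleus. The comparison asks which transcripts depend on DUSP5 in endothelial cells under flow. Human pulmonary artery endothelial cells (PAEC), primary cells that line the artery from heart to lung, were transfected with siRNA against DUSP5 (siDUSP5, n = 2, replicates A and B) or with non-targeting siRNA (siC, n = 3, replicates A, B and C). All 5 samples were then exposed to laminar shear stress (LSS), a steady unidirectional flow, at 15 dyn/cm2 for 24 h. Polyadenylated RNA was measured by 3′ mRNA sequencing, and levels are given in CPM, counts scaled to the size of each library. The summed expected counts were 2465584 and 3067337 in siDUSP5 replicates A and B, and 4374246, 3488432 and 2751563 in siC replicates A, B and C. The study describes its RNA sequencing of this comparison as coming from independent experiments, while the labels do not tie the replicates to donors or cultures. The p-values therefore measure only the spread between these samples, which may be technical.

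DUSP5 mRNA was lower in both siDUSP5 libraries than in each siC library, by a margin that did not pass the test. DUSP5 (GRCh37 chromosome 10, 112257665 to 112271291, protein coding) stood at 12.8 ± 5.21 CPM (SD, n = 2) with siDUSP5 and 27.2 ± 13.4 CPM (SD, n = 3) with siC. The log2 fold change was −1.11 with a standard error of 0.40, and the adjusted p by edgeR was 0.822. DUSP5 had 41 and 28 counts in siDUSP5 replicates A and B, against 86, 148 and 52 counts in siC replicates A, B and C. The 95% Clopper-Pearson interval of siDUSP5 replicate A, 11.9 to 22.6 CPM of the library total, overlapped those of siC replicate A, 15.7 to 24.3 CPM, and siC replicate C, 14.1 to 24.8 CPM. The interval of siDUSP5 replicate B, 6.07 to 13.2 CPM, lay below all 3. These intervals cover counting error only. The log2 fold change was −0.62 without siC replicate B and −0.73 without siDUSP5 replicate B. It was −1.10 with no filter on low counts (edgeR adjusted p = 0.0237) and −1.25 with the replicate letter as a block (edgeR adjusted p = 0.0770). The p with no filter understates the spread between libraries.

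**Figure D1:**
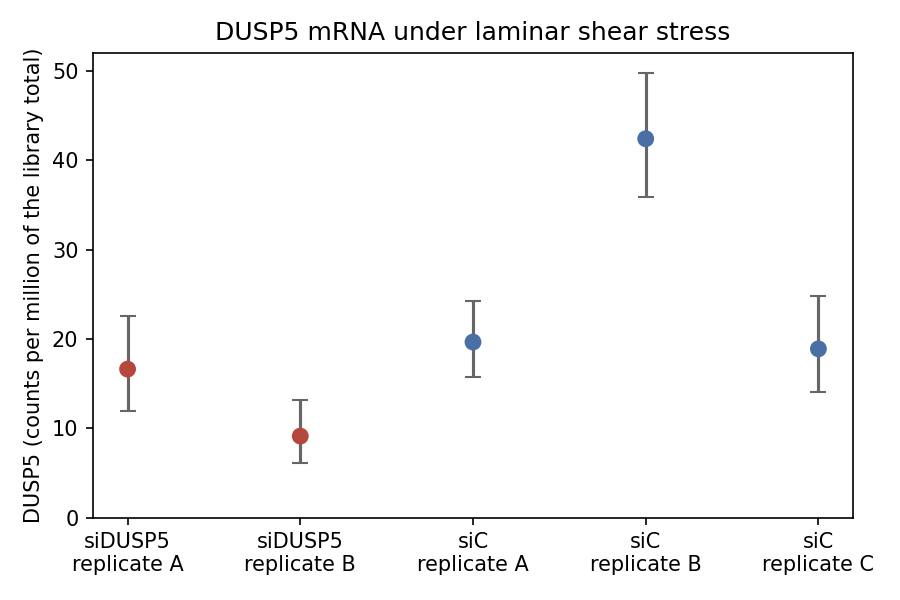
DUSP5 mRNA in CPM of the library total (y axis) in each of the 5 libraries (x axis), with siDUSP5 in red and siC in blue. Points are the measured values and bars are 95% Clopper-Pearson intervals, which cover counting error only; siC replicate B is the highest at 42.4 and siDUSP5 replicate B the lowest at 9.13.

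IGFBP5 had an adjusted p equal to the lowest of all by edgeR, at 135 and 161 CPM in siDUSP5 replicates A and B and at most 54.4 CPM in each siC library. No gene of the 10873 tested passed an adjusted p of 0.1 by edgeR's quasi-likelihood test, where the lowest adjusted p was 0.137. At an unadjusted p under 0.05 there were 612 genes, 284 higher and 328 lower, where 544 are expected by chance. The 9 other splits of the libraries into 2 and 3, which mix the groups, gave between 273 and 995 such genes, and 3 of them gave more than 612. DESeq2, the tool the study used, called 35 genes at the same threshold, of which 21 rose and 14 fell. Without siC replicate C it called 63, of which 25 rose and 38 fell, so the balance of directions turned. The study's list of read numbers for this comparison names both siDUSP5 libraries and siC replicates A and B, but not siC replicate C. All 35 had the same sign and an unadjusted p under 0.05 in the edgeR fit, and limma-voom called 1 of them, IGFBP5. By DESeq2, IGFBP5, a secreted binding protein of insulin-like growth factors, rose by a log2 fold change of 2.16 ± 0.33 (SE) with an adjusted p of 5.75e-07. It stood at 148 ± 18.6 CPM (SD, n = 2) with siDUSP5 and 33.8 ± 17.8 CPM (SD, n = 3) with siC, and its adjusted p by edgeR was 0.137.

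Several further genes were chosen after their values were seen. COL13A1, a transmembrane collagen, stood at 488 ± 47.3 CPM (SD, n = 2) with siDUSP5 and 212 ± 55.0 CPM (SD, n = 3) with siC, and rose by DESeq2 with an adjusted p of 3.82e-04. RGS4, a regulator of G protein signalling, rose by DESeq2 with a log2 fold change of 1.13 and an adjusted p of 0.0220. RABGGTB, a subunit of Rab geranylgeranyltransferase, fell by 1.36 on the log2 scale by DESeq2 with an adjusted p of 0.0140. By edgeR the adjusted p of these 3 genes was 0.219, 0.249 and 0.236. RABGGTB overlaps small nucleolar RNA genes on its own strand. By edgeR 202 genes were called with the replicate letter as a block and 191 with no filter on low counts. The number of genes called by edgeR also depended on single libraries. It was 45 without siDUSP5 replicate A, 3 without siDUSP5 replicate B, 17 without siC replicate C and 0 without siC replicate A or B. Of the 63 genes that DESeq2 called without siC replicate C, 26 were among the 35, and of 8 that it called without siDUSP5 replicate B, 2 were.

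Interferon-stimulated antiviral genes, which are switched on by type I interferon and restrict viral replication, were higher with siDUSP5 as a group. Of 45 measured members 43 had a positive log2 fold change, and the median was 1.04. PARP9, an ADP-ribosyltransferase family member, was at 431 ± 226 CPM (SD, n = 2) with siDUSP5 and 147 ± 10.03 CPM (SD, n = 3) with siC, a log2 fold change of 1.55 with an edgeR adjusted p of 0.207. Among members chosen after their values were seen, the antiviral proteins IFIT1 and IFIT3 had log2 fold changes of 2.38 and 2.31. MX1, a GTPase that blocks viral nucleocapsids, had 2.28, and the ISG15 protease USP18 had 1.45. DESeq2 called 9 members, all of which rose: PARP9, IFIT1, IFIT3, USP18, OAS1, OAS2, RIGI, ISG20 and SAMD9. By edgeR 0 members passed over all genes, whereas 39 rose and 1, TRIM22, fell when adjusted over the list alone. The study describes DUSP5 as holding back such genes under LSS, which is the direction of this list's median. The list was fixed because the study speaks of these genes in these samples, so its direction is not independent evidence.

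The 2 siDUSP5 libraries differed in the size of this rise. In siDUSP5 replicate B 43 of the 45 members lay above every siC library, and in siDUSP5 replicate A 24 did while 3 lay below every siC library. MX1 stood at 70.4 CPM in siDUSP5 replicate A and 266 CPM in replicate B, against 51.2, 29.4 and 22.1 CPM in siC replicates A, B and C. The list was called up by camera with the preset correlation, with an adjusted p of 9.48e-25. With an estimated correlation, which was 0.80, the adjusted p = 0.436. Without siDUSP5 replicate B the median was 0.29, and the camera adjusted p was 1.08e-06 with the preset and 0.832 with an estimated correlation. The log2 fold changes then were 0.88 for PARP9, 1.37 for IFIT1, 1.15 for IFIT3, 1.02 for MX1 and 0.80 for USP18.

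**Figure D2:**
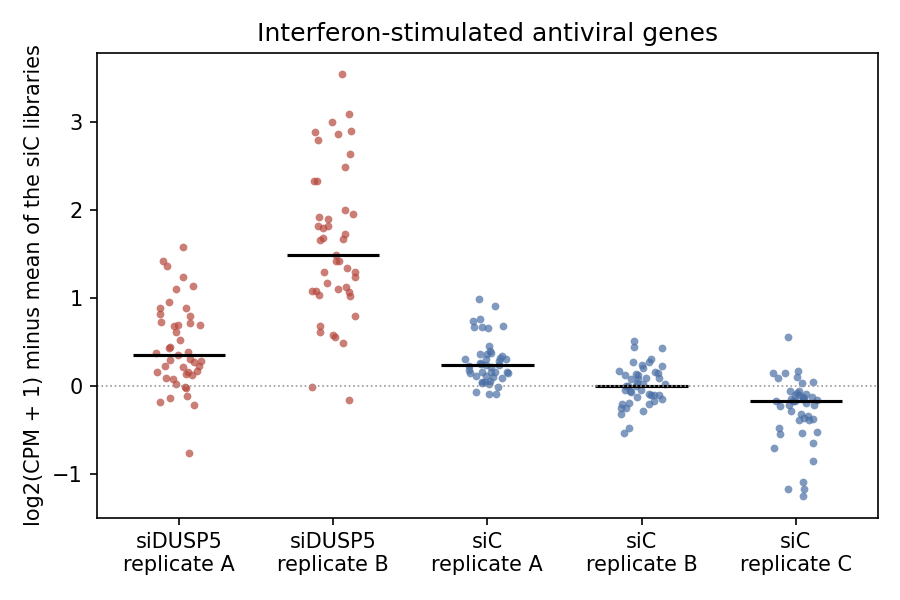
Each point is 1 of 45 interferon-stimulated antiviral genes in 1 library (x axis), as log2(CPM + 1) minus the mean of the 3 siC libraries (y axis), with siDUSP5 in red, siC in blue and the median as a black line. The medians are 0.349 and 1.486 in siDUSP5 replicates A and B, and 0.231, −0.001 and −0.173 in siC replicates A, B and C.

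The components that produce and relay interferon signals did not move as a group. Their 23 measured members had a median log2 fold change of 0.03 and a camera adjusted p of 0.434. None of them passed over all genes by edgeR, and 1 rose when adjusted over the list alone. Genes of MHC class I antigen presentation had a median of 0.18 over 16 members and were called up with a preset correlation (camera adjusted p = 0.00805), which was lost with an estimated correlation (adjusted p = 0.436). PSME2, a subunit of the proteasome activator, was at 28.5 and 59.0 CPM in siDUSP5 replicates A and B and between 23.6 and 27.5 CPM with siC, a log2 fold change of 0.75, or 0.12 without siDUSP5 replicate B and 1.17 without replicate A. Without siDUSP5 replicate B the median of the MHC class I list was −0.04 and its call was lost, and it was 0.31 without siDUSP5 replicate A and 0.29 without siC replicate A.

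Chemokines and leukocyte chemoattractants, secreted proteins that draw leukocytes to the vessel wall, were mostly lower with siDUSP5. Of 21 listed members 10 were measured, and 7 of these had a negative log2 fold change, with a median of −0.66 over the 10. CXCL2, a neutrophil chemoattractant, was at 5.10 ± 0.755 CPM (SD, n = 2) with siDUSP5 and 15.2 ± 4.97 CPM (SD, n = 3) with siC, a log2 fold change of −1.58 with an edgeR adjusted p of 0.381. The monocyte chemoattractant CCL2, chosen after its values were seen, was at 69.5 ± 16.4 CPM (SD, n = 2) with siDUSP5 and 134 ± 69.4 CPM (SD, n = 3) with siC. CXCL16, a membrane-bound chemokine also chosen afterwards, went the other way with a log2 fold change of 1.15. With all 5 libraries none passed over all genes by DESeq2, or by edgeR with the filter on low counts and group as the only term. When adjusted over the list alone by edgeR, 4 fell and 1 rose. The study counts chemoattractants among the genes that DUSP5 holds back under LSS, whereas the median of the members measured here is negative. Its text does not name these chemoattractants, so they may be other genes than the 10 measured here. The list is also not independent of these samples. The list's median was −0.15 with a filter of 1 CPM. CXCL12, a further member that binds CXCR4, was chosen after its values were seen and did not pass the filter on low counts. It stood at 37.3 CPM of the library total in siDUSP5 replicate A and at most 1.09 CPM in each other library. Its log2 fold change was 4.69 with no filter (edgeR adjusted p = 1.12e-16) and 5.71 without siDUSP5 replicate B. A gene high in only 1 siDUSP5 library should not reach such a p. The fit with no filter therefore understates the spread between libraries. With no filter CXCL2 and CCL2 also passed by edgeR, in the other direction, with log2 fold changes of −1.58 and −0.94 and adjusted p of 0.00686 and 0.00301. The mixed version of fry, for change in either direction, called the list (adjusted p = 0.0278). Camera called the list down with a preset correlation (adjusted p = 0.0636) but not with an estimated correlation (adjusted p = 0.436). The call was also lost without siDUSP5 replicate B (median −0.48), without siC replicate A (−0.43) or without siC replicate B (−0.22), and CCL2 had a log2 fold change of −0.95, or −0.43 without siC replicate A.

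Genes listed here as known to be lowered by LSS were mostly lower with siDUSP5 than with siC, all under LSS. The study states that expression of CAV1, which is on this list, was not significantly altered by LSS. Of 19 measured members 14 had a negative log2 fold change, and the median was −0.48. EDN1, which encodes the vasoconstrictor endothelin-1, was at 339 ± 94.8 CPM (SD, n = 2) with siDUSP5 and 627 ± 65.1 CPM (SD, n = 3) with siC, a log2 fold change of −0.89 with an adjusted p of 0.340 by edgeR and 0.0220 by DESeq2. THBS1, the matricellular protein thrombospondin-1, fell by 0.89 on the log2 scale by DESeq2 (adjusted p = 0.0401), whereas APLN, the peptide apelin, rose by 0.94 on that scale (adjusted p = 0.0721); both were chosen after their values were seen, and APLN was at 0.41 without siDUSP5 replicate B. Adjusted over the list alone, 10 members fell and 1 rose by edgeR. Camera called the list down with a preset correlation (adjusted p = 0.00213) and not with an estimated correlation (adjusted p = 0.436). The list's median in siC replicate C lay 0.28 log2 units below the siC mean, toward the siDUSP5 libraries. The median was −0.29 without siC replicate A, −0.72 without siC replicate C and −0.73 without siDUSP5 replicate A.

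Genes known to be raised by LSS or by the flow-induced transcription factors KLF2 and KLF4 had a median log2 fold change of 0.19 over 35 members. IGFBP5 was the only member to pass when adjusted over the list alone. With no filter on low counts CYP1A1 and CYP1B1, chosen after their values were seen, also passed by edgeR. Their log2 fold changes were then 1.22 and 1.36 (edgeR adjusted p = 9.00e-07 and 1.00e-05). By DESeq2 without siDUSP5 replicate B they were 2.14 and 2.38. These larger values imply that siDUSP5 replicate A carries the rise of both genes and that replicate B does not share it. The p-values with no filter understate this spread. Camera called the list up with a preset correlation (adjusted p = 0.00805) but not with an estimated correlation (adjusted p = 0.466), and the call was lost without siDUSP5 replicate A (median 0.07) or siC replicate B (0.14). KLF2, KLF4 and the nitric oxide synthase gene NOS3 had log2 fold changes of 0.08, −0.09 and 0.28. BMPR2, a receptor for bone morphogenetic proteins, and its effector SMAD5 both had 0.03. The lowest edgeR adjusted p of these 5 genes was 0.986. Without 1 library their values changed sign, NOS3 to −0.26 and BMPR2 to −0.15 without siDUSP5 replicate A, KLF4 to 0.26 and KLF2 to −0.02 without siC replicate C, and SMAD5 to −0.02 without siDUSP5 replicate B.

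Extracellular matrix genes were lower with siDUSP5, with 18 of 25 negative and a median of −0.25. VCAN, the proteoglycan versican, was at 4.61 ± 1.45 CPM (SD, n = 2) with siDUSP5 and 20.6 ± 7.32 CPM (SD, n = 3) with siC, and it fell by DESeq2 with an adjusted p of 0.0160. COL8A1, a collagen of the vascular wall chosen after its values were seen, fell by 0.79 on the log2 scale by DESeq2 (adjusted p = 0.0160). Adjusted over the list alone 5 members fell by edgeR, and camera called the list down with a preset correlation (adjusted p = 0.00458) but not with an estimated correlation (adjusted p = 0.436). The call was lost without siDUSP5 replicate B (median −0.10), and the median was −0.12 without siC replicate C and −0.45 without siDUSP5 replicate A. Notch signalling genes had a median of −0.16 over 15 members and a camera adjusted p of 0.134. HEY2, a Notch target and arterial transcription factor, fell by DESeq2 with a log2 fold change of −1.40 and an adjusted p of 0.0340, and 2 members fell when adjusted over the list alone. BMP and TGF-beta signalling genes had a median of −0.16 over 21 members with a camera adjusted p of 0.134, and the inhibitory SMAD6 had a log2 fold change of −1.14 with an edgeR adjusted p of 0.822, which was −0.59 without siDUSP5 replicate B, −0.75 without siC replicate B and −1.97 without siDUSP5 replicate A. Without siDUSP5 replicate A both lists were called down with a preset correlation, with medians of −0.38 for Notch and −0.32 for BMP and TGF-beta, and with an estimated correlation both had an adjusted p of 0.371. The BMP and TGF-beta median was −0.06, with a test direction of up, without siDUSP5 replicate B and −0.08 without siC replicate B, and the Notch median was −0.06 without siC replicate A and −0.07 without siC replicate B. With all 5 libraries and a preset correlation, camera called the BMP and TGF-beta list with a filter of 10 CPM (median −0.15, adjusted p = 0.0973). It called the Notch list with thinning to the smallest total (median −0.15, adjusted p = 0.0973).

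Genes of cholesterol biosynthesis and uptake were higher with siDUSP5, with 19 of 20 positive and a median of 0.36. None of them passed over all genes by edgeR, and 2 rose when adjusted over the list alone. In siDUSP5 replicate A 18 of the 20 members lay above every siC library, against 7 in replicate B. Camera called the list up with a preset correlation (adjusted p = 3.47e-06) but not with an estimated correlation (adjusted p = 0.436), and without siDUSP5 replicate A the median was 0.11 and the call was lost.

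Cell cycle genes had a median of 0.11 over 35 members and were called up with a preset correlation (adjusted p = 0.00723) but not with an estimated correlation (adjusted p = 0.706). Their medians in the siC libraries ranged from −0.37 in replicate C to 0.68 in replicate B around the siC mean, wider than the 0.31 and 0.22 of the siDUSP5 libraries. The call was lost without siDUSP5 replicate A (0.10), siC replicate A (−0.09) or siC replicate C (−0.03), and the median was 0.54 without siC replicate B and 0.18 without siDUSP5 replicate B. The replication helicase subunit MCM4 had the smallest p, with a log2 fold change of 0.83. Targets of p53 had a median of −0.12 over 21 members and were called down with a preset correlation (adjusted p = 0.0636) but not with an estimated correlation (adjusted p = 0.436). That call was lost without siDUSP5 replicate A (−0.07), siC replicate A (−0.10) or siC replicate C (−0.23), and the median was −0.23 without siDUSP5 replicate B, called with the preset correlation but not with an estimated correlation (adjusted p = 0.703). The p53 call was also lost with no filter (−0.15), a filter of 1 CPM (−0.14), thinning (−0.11) and the replicate letter as a block (−0.22). With that block the cell cycle list, at a median of 0.017, lost its call too. The kinase PLK3 had the smallest p of the p53 list, with a log2 fold change of −0.59.

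Feedback and immediate targets of ERK1/2, the kinases on which DUSP5 acts, had a median log2 fold change of −0.04 over 22 members and a camera adjusted p of 0.986. The transcription factor MYC had the smallest p among them, at 22.8 ± 5.92 CPM (SD, n = 2) with siDUSP5 and 34.7 ± 3.97 CPM (SD, n = 3) with siC, with an edgeR adjusted p of 0.845 and a log2 fold change of −0.62, or −0.37 without siDUSP5 replicate B. EGR1, an immediate target on the ERK1/2 list chosen after its values were seen, passed by edgeR with no filter on low counts. It then had a log2 fold change of 2.43 (edgeR adjusted p = 0.00551) at a mean of 3.96 CPM, and the list's median was 0.012. The other dual specificity phosphatases had a median of −0.10 over 13 members and a camera adjusted p of 0.768, with DUSP23 at a log2 fold change of −0.30. That of DUSP23 was −0.06 without siDUSP5 replicate A, −0.08 without siC replicate C and −0.60 without siDUSP5 replicate B. Targets of NF-kB, cytokines and adhesion molecules had a median of 0.01, a mean of −0.14 and a test direction of down, with a camera adjusted p of 0.626 over 16 members. The death ligand TNFSF10 had a log2 fold change of −0.60 there. Endothelial identity genes had a median of −0.06 over 30 members with a camera adjusted p of 0.691. MMRN1, which encodes the adhesive protein multimerin 1, fell within this list by DESeq2 with a log2 fold change of −0.93 and an adjusted p of 0.0203, and 1 member fell when adjusted over the list alone.

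Genes of the unfolded protein and integrated stress response had a median of 0.07 over 20 members and a camera adjusted p of 0.425, with the disulfide isomerase PDIA4 at −0.72. NRF2 targets had a median of 0.05 over 17 members and a camera adjusted p of 0.292. That list was called up with a preset correlation without siC replicate A (median 0.14) and without siDUSP5 replicate B (0.16), with adjusted p of 0.568 and 0.861 with an estimated correlation. Hypoxia and glycolysis genes had a median of −0.00, a mean of 0.06 and a test direction of up over 16 members, with a camera adjusted p of 0.630. The vasodilator peptide gene ADM had 0.68 and was the member that passed when adjusted over the list alone. Markers of other cell types were measured too sparsely for a list test. For smooth muscle, pericyte and fibroblast markers 4 of 17 were measured, with a median of −0.11 and ACTA2 at −0.19, or −0.12 without siDUSP5 replicate A. Without siDUSP5 replicate B more members passed the filter and this list reached the size for a test, with a median of −0.05. Members that enter through siDUSP5 replicate A alone are high there by selection, so its test direction of up is not read as a rise. For leukocytes 1 of 18 was measured, LAPTM5 at −0.26, which ranged from −0.10 without siDUSP5 replicate A and −0.15 without siC replicate B to −0.40 without siC replicate C and −0.45 without siDUSP5 replicate B. For epithelium 1 of 14 was measured, KRT19 at 0.55 (0.12 without siDUSP5 replicate B and 0.87 without replicate A), whose adjustment over the list alone is no adjustment. For lymphatic endothelium 3 of 7 were measured, with a median of 0.15 and LYVE1 at 0.64, or 0.34 without siC replicate A, 0.40 without siC replicate B and 1.34 without siC replicate C.

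**Figure D3:**
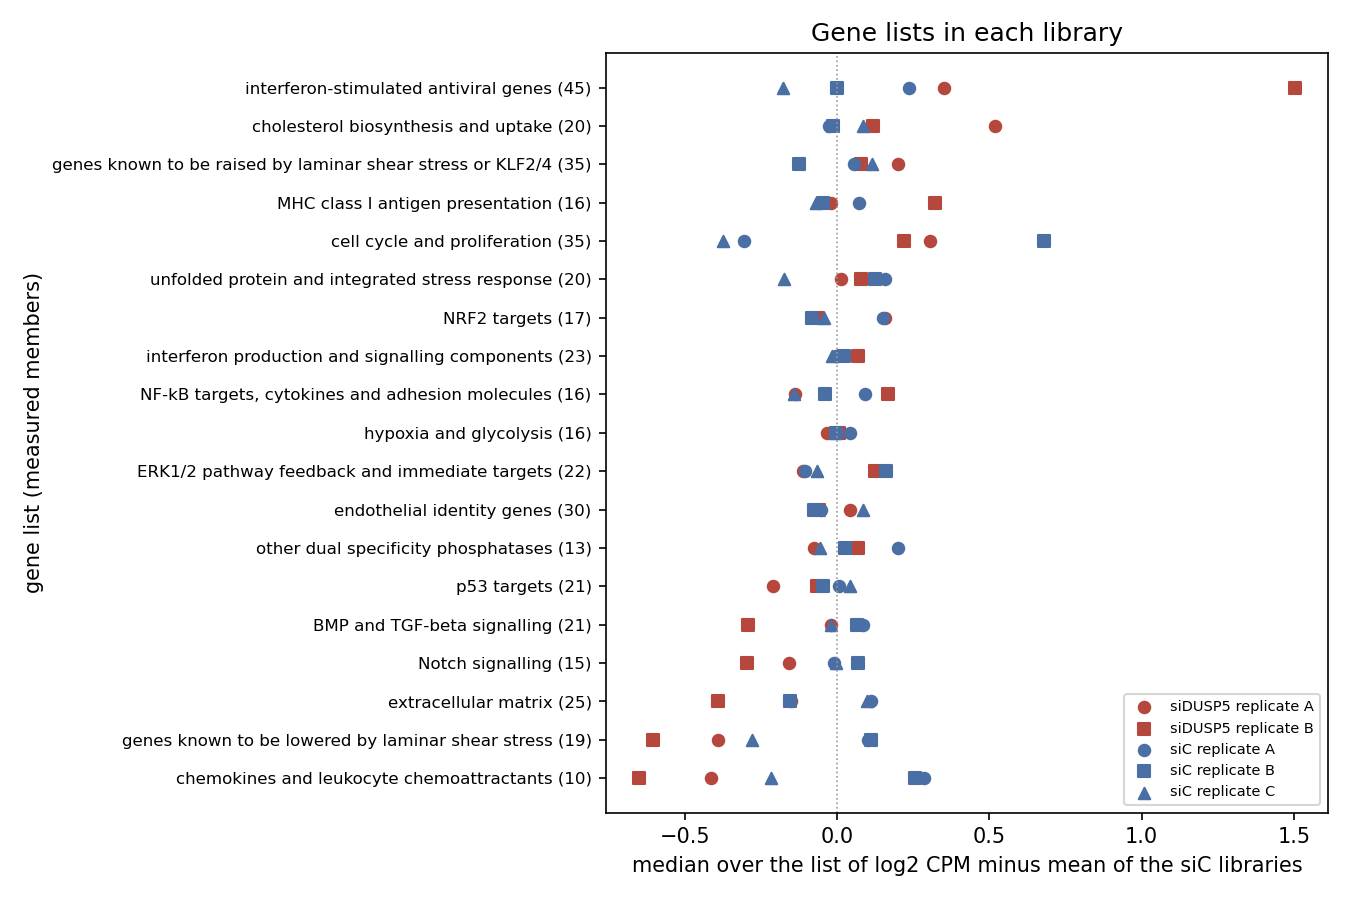
Median over each of 19 tested gene lists (y axis, measured members in parentheses) of log2 CPM minus the mean of the 3 siC libraries (x axis), with siDUSP5 libraries in red and siC libraries in blue. The interferon-stimulated list lies farthest right in siDUSP5 replicate B and at 0.35 in replicate A, and the cholesterol list at 0.52 in replicate A and 0.12 in replicate B.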

Values the study reported

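The study called differentially expressed genes with DESeq2 at a P-value cutoff of 0.1.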

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

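The fits by DESeq2 without siC replicate C or siDUSP5 replicate B and the estimated correlation without siDUSP5 replicate B were chosen after the data were seen. The count of genes called by edgeR, 0, stayed at 0 with RLE factors, upper quartile factors, library totals only, a filter of 10 CPM, thinning and a threshold of 0.05. It became 35 with DESeq2 (21 higher, 14 lower), 1 with limma-voom (1 higher, 0 lower), 191 with no filter on low counts (100 higher, 91 lower), 2 with a filter of 1 CPM (1 higher, 1 lower) and 1 with the robust fit (0 higher, 1 lower); the cause was not tested. Leaving out 1 library gave between 0 and 45 genes by edgeR, between 0 and 33 higher and between 0 and 12 lower. DESeq2 called 63 without siC replicate C (25 higher, 38 lower) and 8 without siDUSP5 replicate B (8 higher, 0 lower). With the replicate letter as a block 202 genes were called (89 higher, 113 lower), and siC replicate C, which has no partner, then drops out of the comparison by construction. The letters were not taken as pairing the samples, since the labels do not say that a letter marks a shared culture, donor or day. Deviations of same-lettered libraries had correlations of 0.0464 for A and 0.0676 for B across 10873 genes. With 2 siDUSP5 libraries the correlations of A and B with the same siC library differ only in sign. These correlations therefore cannot exclude a pairing.

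DUSP5 kept its direction under every alternative run, from −1.57 to −0.62 without 1 library, and passed the threshold only with no filter (−1.10, adjusted p = 0.0237 by edgeR) and with the replicate block (−1.25, adjusted p = 0.0770); under the other alternatives its adjusted p was 0.371 or higher. The number of called lists, 9, was 0 with the correlation estimated, 0 with fry and 0 with the correlation estimated without siDUSP5 replicate B, and between 7 and 10 otherwise. The interferon-stimulated list, with a median of 1.04 that these tests do not refit, lost its call with the correlation estimated and with fry (adjusted p = 0.436 and 0.492), as it did with the correlation estimated without siDUSP5 replicate B (0.29), and leaving out 1 library gave medians from 0.29 to 1.44. The chemokine list's −0.66 lost its call in the same 2 tests (adjusted p = 0.436 and 0.492), with no filter (−0.60), with a filter of 1 CPM (−0.15), with thinning (−0.36) and with the correlation estimated without siDUSP5 replicate B (−0.48), and leaving out 1 library gave medians from −0.75 to −0.22. With the replicate block CXCL2 (−1.39, adjusted p = 0.0843 by edgeR) and CCL2 (−0.97, adjusted p = 0.0738 by edgeR) passed. The cause was not tested.

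Values near 0 changed sign. With the replicate block KLF2 was −0.028, KLF4 0.25, the NF-kB list −0.011 and the endothelial identity list 0.022. Without 1 library KLF2 ranged from −0.0205 to 0.20, KLF4 from −0.27 to 0.26, NOS3 from −0.26 to 0.67, BMPR2 from −0.15 to 0.18 and SMAD5 from −0.024 to 0.11. By DESeq2 KLF2 was −0.014 and KLF4 0.27 without siC replicate C, and KLF4 was 0.069 and SMAD5 −0.010 without siDUSP5 replicate B. List medians without 1 library ranged from −0.027 to 0.083 for interferon components, −0.038 to 0.31 for MHC class I, −0.20 to 0.16 for NF-kB targets, −0.14 to 0.098 for ERK1/2 targets, −0.14 to 0.040 for other DUSPs, −0.098 to 0.022 for endothelial identity, −0.091 to 0.54 for cell cycle, −0.025 to 0.11 for unfolded protein response and −0.062 to 0.16 for NRF2 targets. With the correlation estimated without siDUSP5 replicate B they were −0.027 for interferon components, −0.038 for MHC class I, −0.20 for NF-kB targets, 0.021 for endothelial identity and −0.025 for unfolded protein response. The NF-kB list was −0.011 with upper quartile factors, −0.032 with no filter, −0.041 with a filter of 1 CPM and −0.019 with thinning, and the ERK1/2 list was 0.012 with no filter. Hypoxia and glycolysis was 0.0073 with RLE factors, 0.019 with library totals, 0.027 with no filter, 0.026 with a filter of 1 CPM and 0.019 with thinning. Of 931 alternative values of 49 named genes, 801 kept direction and side of the threshold, 117 newly passed it and 13 changed sign.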

Other observations

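Of the tests in this part only that on depth was set before its result was seen; those on single libraries, other splits, donors and shared list members were chosen afterwards. Both siDUSP5 libraries held genes far from the other 4 libraries, also picked after their values were seen. Over all genes outside the sex-linked ones left out, 5 had 1 library at least 8-fold apart from every other (after adding 1 CPM) at 20 CPM or more, all in siDUSP5 libraries and 0 in siC libraries. Besides CXCL12 in siDUSP5 replicate A, LIMS2, an adaptor at integrin adhesions, was at 50.7 CPM of the library total in that library and at most 2.87 CPM elsewhere. In siDUSP5 replicate B the gap junction gene GJA4 was at 7.17 CPM against at least 93.7 elsewhere, and the Wnt modulator DKK2 at 3.26 CPM against at least 74.5. The remaining gene, also below the others in siDUSP5 replicate B, had no symbol in the tables used.

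The interferon-stimulated list had the largest median of the tested lists, 1.04, and depth does not account for it, since the median was 1.01 in libraries thinned to the smallest total. Without siDUSP5 replicate B the median was 0.29 and camera still called the list with the preset correlation (adjusted p = 1.08e-06), though not with an estimated correlation (adjusted p = 0.832). What remains rests on siDUSP5 replicate A, whose list median of 0.35 lies above the highest siC library, 0.23, by less than the SD of the siC medians (0.206, n = 3), so whether replicate B alone carries the rise cannot be told apart. The 10 splits of the 5 libraries into 2 and 3 are too few for a share under 0.05; 1 split, the real one, gave a median as far from 0 as 1.04, and the others reached 0.92 for siDUSP5 replicate B with siC replicate A and −0.96 for siC replicates B and C (0.961 in size). A donor or culture difference may contribute, to this list and to every other difference between the groups, and cannot be told apart from the siRNA. The labels name no donors. In the real split 3 genes were at 0 in every library of 1 group and at 2 CPM or more in every library of the other. Other splits gave at most 2. An effect of losing DUSP5 and a response to the siRNA other than through DUSP5 stay open as untested.

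The cholesterol rise may be carried by siDUSP5 replicate A. Without that library the list's median was 0.11 and camera no longer called it with the preset correlation. An effect of DUSP5 on these genes stays open as untested.

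The median of shear-lowered genes was −0.48, and without CCL2 and CXCL8, the members also on the chemokine list, it was −0.42, which lies short of the bound set for excluding them as the source, so their part cannot be told apart. Leaving out each siC library in turn brought the median no nearer 0 than −0.29, and camera still called the list with the preset correlation (adjusted p = 0.0185 without siC replicate A, 0.0225 without B and 1.05e-04 without C). With an estimated correlation no call was made in these fits (adjusted p = 0.537, 0.612 and 0.627) or with all 5 libraries (0.436). The part of a single siC library cannot be told apart, since siDUSP5 replicate A, at −0.39, lies below siC replicate C, at −0.28, by less than the SD of the siC medians (0.223, n = 3). An effect of losing DUSP5 stays open as untested. The split of siC replicates A and B against the other 3 libraries called 22 genes by edgeR, where the real split called 0 and the other 8 called 0 or 1. This may point to a structure of the samples, which was not tested.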
